A study of Caenorhabditis elegans with 14 samples. Its data were reported in "Global transcriptional regulation of innate immunity by ATF-7 in C. elegans" (2019).

How the data were processed

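ChIP-seq for GFP-tagged ATF-7 was analysed from the peak lists deposited for the series. Per the labels and the paper's methods, animals were grown at 20 °C to the L4 stage and moved to OP50 or PA14 for 4 h at 25 °C, and single-end reads were aligned with BWA and handled with SAMtools (1.5 per the labels) and bedtools (2.25.0.64 per the labels). The authors pooled the libraries of each strain and bacterium and called peaks with MACS2 2.1.1.20160309 at p of 0.001 with summits called, reads extended to 150 bp, duplicates kept and no fragment model. Untagged N2 animals on PA14 served as the pooled control for all 4 lists, those on OP50 included.

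The deposited fold enrichment is a ratio of pooled ChIP signal to local background at the summit, as MACS2 scales it for depth. The deposited -log10 p and -log10 q are the authors' MACS2 Poisson values at the summit, and the smallest -log10 p in each list was 3.00. The deposited summit offset is the distance in bp from the peak start to the summit. As the files hold no read counts and no values per library, the depth of each single library is unknown. The pooled depth was recovered from the fold and -log10 p of each peak as the genome background that gave both values within a tolerance of 0.02 on the -log10 scale, and 67.0%, 68.6%, 68.5% and 69.2% of the peaks of WT_OP50, WT_PA14, pmk1_OP50 and pmk1_PA14 followed from that background. Where the recovered ChIP pileups were whole multiples of a step below 1, as MACS2 leaves them when it scales a ChIP pool down to a smaller control, the depth was divided by that step: it was 0.813 in pmk1_OP50, which took 29.8 to 36.6 M reads, and 1 in the other lists. Every list was grouped by its label, and samples without a peak list of their own (the control) entered only through the authors' calls.

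Each entry was treated as 1 summit. Entries on mitochondrial DNA were set aside. Summits were assigned with Ensembl release 115 annotation of WBcel235, with 19973 protein-coding genes and 29314 TSSs, and a gene was listed when a summit lay within 500 bp of any of its TSSs. Peaks of different lists were shared when their intervals overlapped by 1 bp or more, and 1000 random placements within chromosomes gave the background. GACGTCA was sought on either strand within 200 bp of each summit and in windows 1000 bp up- and downstream. Shares have 95% Wilson intervals. For 27 gene lists fixed before the data were examined, listed against unlisted genes were compared with all other protein-coding genes by two-sided Fisher's exact test, with exact intervals of the odds ratio and Benjamini-Hochberg adjustment over 108 tests. The lists were loci displayed by the study, PMK-1 effectors, C-type lectins, lysozymes, saposin-like proteins, detoxification enzymes, the p38 and JNK pathways, immune and stress transcription factors, bZIP factors, autophagy, the unfolded protein responses of the endoplasmic reticulum and of mitochondria, oxidative stress, heat shock, insulin signalling, markers of intestine, muscle, neurons, hypodermis and germline, ribosomal proteins, proteasome, histones, collagens, major sperm proteins and chemoreceptors. The effector list held 47 genes, of which 4 were also displayed by the study. For the 4 comparisons, genes listed in only 1 of the 2 conditions were counted by direction in each list and in all other genes, and tested in the same way over a second family of 108 tests. An adjusted p below 0.05 was called. These tests compare deposited lists, and genes are not replicates, so no test between conditions over replicates was made.

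Genes were named by a rule fixed before the data were examined: the loci displayed by the study and pmk-1, the 5 genes with the highest fold of a promoter summit in each list, the 5 strongest genes listed in only 1 condition for each direction of each comparison, and up to 4 members of each described group with the highest fold in the list or direction discussed. Whether a peak of the other list overlapped was checked for genes listed in only 1 condition. Sets of genes matched on decile of fold (10000 draws) were used for the test of the loss on PA14 against that on OP50 and for the tests of explanations.

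Alternatives were summits with -log10 q of at least 2, the 1500 summits with the highest -log10 p, 1 summit per region, reciprocal overlap of 50%, summits within 100 bp, a TSS window of 1500 bp, the nearest TSS only, summits away from small RNA genes by over 500 bp, a motif window of 50 bp and the full palindrome TGACGTCA. Added after the data were seen were summits with the motif only, effectors without the 4 displayed genes, genes sharing a summit counted once, and absence called only where no peak overlaps. RNA-seq of the study was not used here. The procedures were tested on simulated data: a planted group was called enriched in 4 of 4 lists, 3 of 4 comparisons gave the planted result, the missed one having 24 against 39 genes (exact p = 0.128), and random groups gave p below 0.05 in 2.5% of enrichment tests and 4.25% of difference tests. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.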

Results

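The binding of ATF-7, a bZIP transcription factor phosphorylated by the p38 kinase PMK-1, was measured by ChIP-seq in whole C. elegans after 4 h on the standard food E. coli OP50 or on the pathogen P. aeruginosa PA14. ATF-7 carried a GFP tag at its own locus, and chromatin was recovered with a polyclonal antibody to GFP. The 14 libraries came from the tagged strain on OP50 (WT_OP50, 3 libraries) and on PA14 (WT_PA14, 2 libraries), from the tagged strain with the km25 deletion in pmk-1 on OP50 (pmk1_OP50, 3 libraries) and on PA14 (pmk1_PA14, 3 libraries), and from untagged N2 animals on PA14 (the control, 3 libraries). The authors pooled the libraries of each condition and called peaks against the pooled control, so each condition had a single peak list, no value had replicates, and the intervals given here cover counting error only. The read depth recovered from the peak statistics was 22.6 M reads for WT_OP50, 21.3 M for WT_PA14, 36.6 M for pmk1_OP50 and 21.8 M for pmk1_PA14. The fold of a summit is the authors' ratio of ChIP signal to local background, and it ranks summits within a list only. Positions refer to the genome build WBcel235.

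ATF-7 was called across all chromosomes in every condition, and the genes named next, with the strongest promoter summits, had strong summits in all 4 lists. The replication licensing gene mcm-2 (II, 12001509 to 12006625) had the highest fold in each list, 132.9 in WT_OP50, 81.7 in WT_PA14, 110 in pmk1_OP50 and 78.3 in pmk1_PA14. The immune regulator zip-2 (III, 832982 to 835814) had promoter summits with folds of 91.5, 78.8, 74.6 and 45.8 in the same order. The unfolded protein response factor xbp-1 (III, 4193809 to 4195358) had folds of 54.8, 44.8, 30.5 and 22.6. The divergent genes piga-1 and eif-2Bepsilon, the latter for a subunit of a translation initiation factor, shared 1 summit with folds of 69.1, 39.0, 60.2 and 42.5.

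The lists held 8962 entries for WT_OP50, 8225 for WT_PA14, 8891 for pmk1_OP50 and 8508 for pmk1_PA14, of which 8925, 8222, 8849 and 8475 were on nuclear chromosomes. Of the nuclear summits, 30.3% (95% Wilson interval 29.3 to 31.2) lay within 500 bp of a protein-coding transcription start site (TSS) in WT_OP50, 31.8% (30.8 to 32.9) in WT_PA14, 29.6% (28.6 to 30.5) in pmk1_OP50 and 26.6% (25.7 to 27.6) in pmk1_PA14. None of 1000 random placements of the peaks of a list reached these values, the highest being 24.6%, 24.1%, 24.4% and 24.8%. Genes with a promoter summit, called listed below, numbered 2474, 2344, 2373 and 2048 of 19973 protein-coding genes, and 747 were listed in all 4 conditions. Summits fell in intergenic DNA in 47.8%, 50.9%, 48.6% and 44.8% of cases and in introns in 30.1%, 28.7%, 28.9% and 28.6%. Summits with a fold above 5 numbered 926, 580, 586 and 261.

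The bZIP motif GACGTCA lay within 200 bp of 34.2% of summits in WT_OP50, 27.2% in WT_PA14, 30.7% in pmk1_OP50 and 22.2% in pmk1_PA14, against 4.57%, 4.45%, 4.396% and 3.90% of equal windows 1000 bp away. In WT_PA14, 2124 summits had the motif where the window downstream had none, and 270 showed the reverse. Among the 400 summits of a list with the highest fold the motif was present at 70.3%, 58.0%, 74.0% and 75.0%, and below rank 4000 at 19.1%, 13.95%, 15.98% and 11.8%. The promoter summits of xbp-1, atf-7, the C/EBP gene cebp-1 and the CREB homolog crh-1 had the motif, whereas that of zip-2 had none. Of 19054 merged regions, 2086 were in all 4 lists, and 62.8% of these had the motif. The 13239 regions in a single list had it in 7.501% of cases. By list this was 15.8% for WT_OP50 only, 4.59% for WT_PA14 only, 8.23% for pmk1_OP50 only and 3.39% for the 4486 regions in pmk1_PA14 only.

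**Figure D1:**
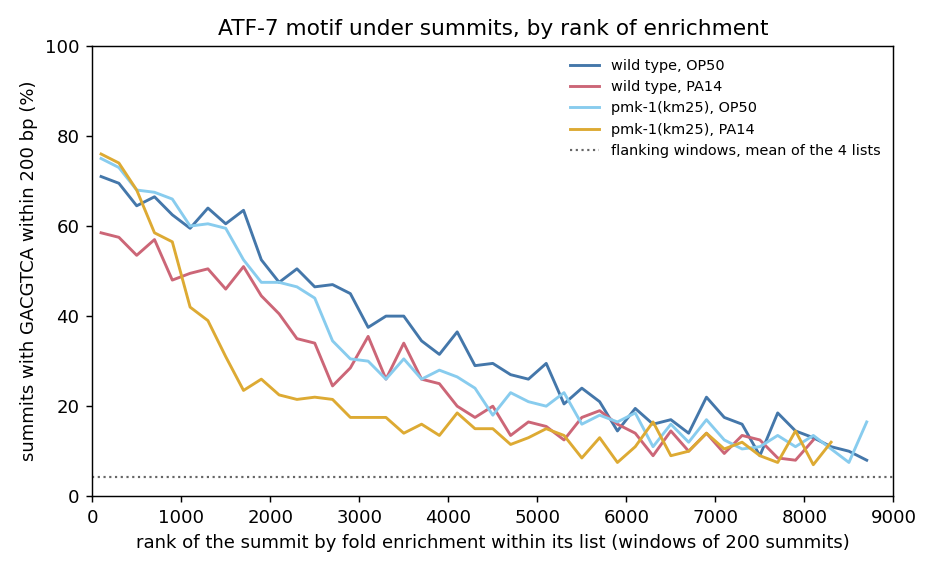
Percent of summits with GACGTCA within 200 bp, in windows of 200 summits ordered by fold, for each of the 4 lists and for windows 1000 bp away. Among the strongest 200 summits the motif was present at 71% in WT_OP50, 58.5% in WT_PA14, 75.0% in pmk1_OP50 and 76.0% in pmk1_PA14.

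Immune effector genes were listed more often than other genes in all 4 lists. Of 47 immune genes known from earlier work to depend on PMK-1 or to report infection (the effectors), 22 were listed in WT_OP50, 27 in WT_PA14, 17 in pmk1_OP50 and 12 in pmk1_PA14. The odds ratios against all other protein-coding genes were 6.27 (95% interval 3.36 to 11.6), 10.3 (5.53 to 19.3), 4.23 (2.18 to 7.93) and 3.01 (1.42 to 5.95), with adjusted p of 1.45e-07, 2.16e-12, 9.13e-05 and 0.00866 by two-sided Fisher's exact test over 108 tests. The strongest effector promoters in WT_PA14 were those of the infection response gene irg-2 (8.24), the C-type lectin gene clec-67 (7.28), the antimicrobial peptide gene nlp-31 (7.17) and C29F3.7 (6.98). These summits rarely held the motif: it was present at 1 of 27 effector summits in WT_PA14 (3.704%, 0.657 to 18.3). In that list it was present at 22.8% of all promoter summits and in 4.45% of windows 1000 bp away. With summits that hold the motif alone, a setting added after the data were seen, 1 effector was listed in each list. The effector odds ratios were then 0.529, 0.710, 0.594 and 0.857, and neither enrichment nor depletion was called in any list. The enrichment in pmk1_PA14 was also not called with a window of 1500 bp (1.83, adjusted exact p = 0.119) or with the 1500 strongest summits (3.90, adjusted exact p = 0.0665).

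The broad families of C-type lectins (31, 28, 27 and 22 of 240 genes), detoxification enzymes (30, 32, 27 and 23 of 185), saposin-like proteins (4, 2, 2 and 2 of 31) and lysozymes (4, 5, 5 and 4 of 16) did not pass the test in any list. By contrast, bZIP factors were listed at 16, 15, 14 and 14 of 29 genes, with odds ratios of 8.76, 8.10, 6.96 and 8.22, and passed in all 4 lists. Besides zip-2 and xbp-1, these included cebp-1 (17.7, 13.7, 14.1 and 10.5) and crh-1 (17.8, 14.7, 14.1 and 7.76). Of the bZIP genes, 4 were loci displayed by the study, as were 5 of the transcription factors of immune and stress responses. The latter group shares zip-2, xbp-1 and other genes with the bZIP factors, so the results are not separate. It (15, 15, 16 and 11 of 30) also passed in all 4, among its members the metabolic regulator nhr-49 (14.6, 10.8, 13.5 and 8.94). So did genes of the endoplasmic reticulum unfolded protein response (13, 15, 13 and 10 of 29), where the protein disulfide isomerase gene pdi-6 had folds of 5.73, 3.89, 2.51 and 3.22, but with summits that hold the motif this group passed in no list (odds ratios 0.871, 2.43, 2.03 and 1.41). The p38 cassette and its regulators passed as well (7, 7, 8 and 7 of 21), led by the kinase gene dlk-1 (25.0, 17.6, 17.4 and 11.06) and the phosphatase gene vhp-1 (6.97, 5.12, 4.65 and 3.84). Of 11 JNK pathway genes, 5, 4, 4 and 5 were listed, which passed in WT_OP50 and pmk1_PA14, each call being lost in at least 1 alternative, and the kinase gene kgb-1 had folds of 7.61, 5.66, 6.69 and 3.92.

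Other groups passed in part of the lists. Heat shock genes (6, 8, 9 and 3 of 24) passed in WT_PA14 and pmk1_OP50, oxidative stress genes (7, 9, 8 and 3 of 33) in WT_PA14, insulin signalling genes (5, 5, 7 and 3 of 21) in pmk1_OP50 and intestinal marker genes (6, 8, 5 and 5 of 27) in WT_PA14. Proteasome genes (11, 5, 5 and 2 of 33) and ribosomal protein genes (17, 12, 6 and 4 of 76) passed in WT_OP50, with odds ratios of 3.55 and 2.05. Each of these calls was lost in at least 1 alternative: with the 1500 strongest summits no heat shock gene in pmk1_OP50, no oxidative stress gene in WT_PA14 and no ribosomal protein gene in WT_OP50 was listed, and with summits that hold the motif the odds ratios in WT_OP50 were 0.762 for the proteasome and 0.658 for ribosomal proteins. Cuticle collagen genes (6, 4, 7 and 10 of 156) and chemoreceptor genes (45, 47, 62 and 84 of 1009) were listed less often than other genes in the first 3 lists, and the test was not passed in pmk1_PA14, where the chemoreceptor odds ratio was 0.786 (exact test, adjusted p = 0.0906); each collagen call was lost in at least 1 alternative. Autophagy (7, 8, 3 and 1 of 33), mitochondrial unfolded protein response (3, 4, 3 and 3 of 16), histone (11, 9, 12 and 9 of 72), muscle (1, 0, 0 and 2 of 24), neuronal (5, 4, 4 and 3 of 30), hypodermal (4, 3, 3 and 1 of 30), germline (4, 1, 1 and 2 of 30) and major sperm protein genes (1, 2, 3 and 0 of 31) passed in no list. Whether a group differed between conditions was tested separately, and of the 4 comparisons a difference passed in the main setting for chemoreceptor genes alone.

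**Figure D2:**
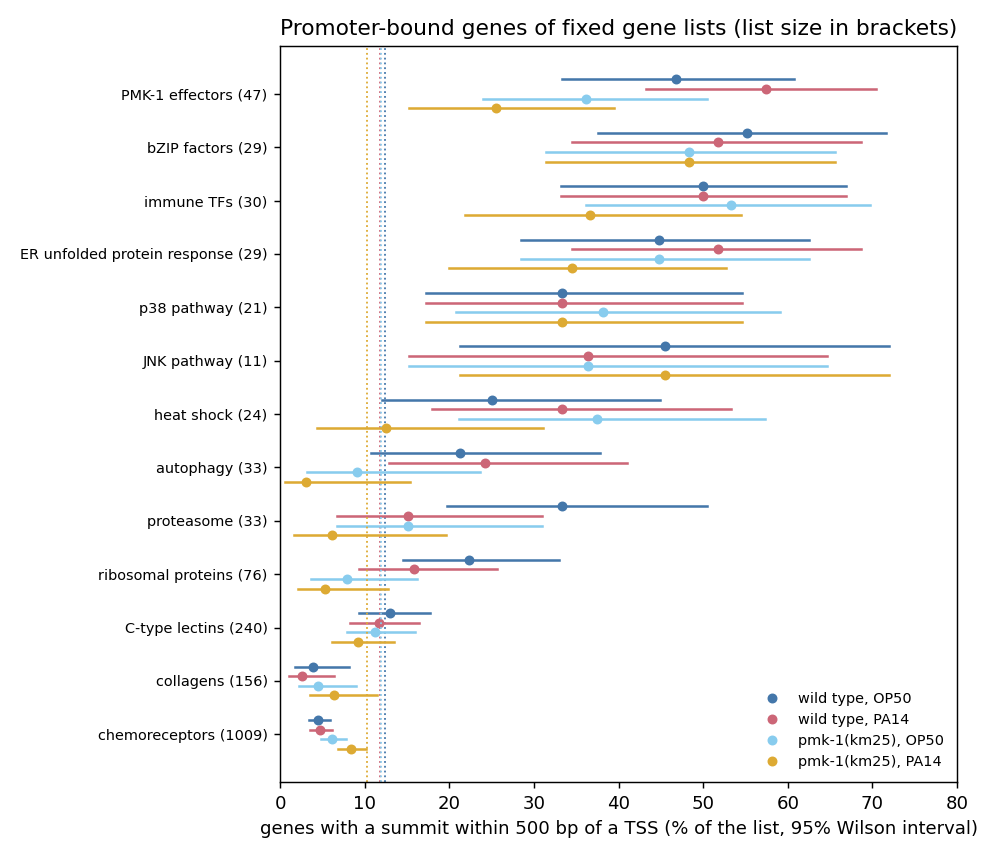
Percent of the genes of each fixed group that had a promoter summit, for the 4 lists, with 95% Wilson intervals. The effectors stood at 46.8% in WT_OP50, 57.4% in WT_PA14, 36.2% in pmk1_OP50 and 25.5% in pmk1_PA14.

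Of 10 genes whose binding profiles the study displayed, 9, 8, 7 and 5 had promoter summits, and as the study chose them on these samples this is not independent evidence. The lysozyme gene lys-1 (V, 10277904 to 10279056) had folds of 7.26, 5.83, 5.997 and 2.63, and atf-7 itself (III, 4491627 to 4499045) 5.26, 4.35, 5.40 and 2.28. The autophagy gene lgg-1 (II, 6346960 to 6347719) had folds of 3.42, 4.54, 2.85 and 2.28. The autophagy regulator hlh-30 (IV, 4014793 to 4034951) and the oxidative stress regulator skn-1 (IV, 5651039 to 5660384) were listed in WT_OP50 only, with folds of 1.87 and 1.71. The peak at skn-1 was overlapped by a WT_PA14 peak and by a pmk1_OP50 peak. The C-type lectin gene clec-85 (IV, 2850886 to 2855456) was listed in WT_PA14 only (1.97), and a WT_OP50 peak overlapped it.

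The comparison of WT_PA14 with WT_OP50 addressed whether exposure to the pathogen changed where ATF-7 was bound in animals with PMK-1. The promoters listed in the 2 conditions overlapped widely, with 1423 genes in both, 921 in WT_PA14 only and 1051 in WT_OP50 only, where 290 shared genes would be found if the lists were independent. Of the WT_PA14 peaks, 56.2% (55.1 to 57.2) overlapped a WT_OP50 peak, against a mean of 4.503% in random placements. Most effectors with a summit on PA14 had one on OP50 too: 20 were in both lists, 7 in WT_PA14 only and 2 in WT_OP50 only. The odds ratio among genes in 1 list was 4.02 (0.762 to 39.7), with an exact p of 0.0916 and an adjusted p of 0.761, so a difference was not detectable with these counts.

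The effectors listed in WT_PA14 only were led by the infection response gene irg-1 (2.69), dct-17 (2.57), and hpo-6 (2.48), and those in WT_OP50 only were scl-2 (2.28) and sysm-1 (2.02). No group differed between these conditions after adjustment. Among the 5 strongest genes listed in WT_PA14 only, the F-box gene fbxa-4 (3.83) had no overlapping WT_OP50 peak, while the other 4, the aquaglyceroporin gene aqp-10 among them, did. Among the 5 strongest in WT_OP50 only, scrm-4 (4.72), C31G12.1 (4.22) and Y105C5B.8 (4.03) had no overlapping WT_PA14 peak. The control came from PA14 animals and served the OP50 lists too, and WT_PA14 rested on 2 libraries and the others on 3. Library 2 of WT_PA14 has an identifier outside the run of the other ChIP libraries, and whether it was made in a separate batch could not be tested in pooled lists.

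The comparison of pmk1_PA14 with WT_PA14 addressed whether ATF-7 binding during infection depended on PMK-1. The gene pmk-1 (IV, 8148794 to 8151266) had no promoter summit in any list. Fewer effector promoters were listed without PMK-1: 10 of the 27 listed in WT_PA14 were also listed in pmk1_PA14, compared with 930 of all 2344 promoters (39.7%), 17 were listed in WT_PA14 only, and 2, irg-7 (2.28) and tsp-1 (1.58), in pmk1_PA14 only. The 17 were led by clec-67 (IV, 3922165 to 3925039; fold 7.28), the lysozyme gene lys-2 (V, 10280307 to 10281474; 5.46), C17H12.8 (IV, 6818703 to 6820575; 4.88) and the C-type lectin gene clec-4 (II, 12578331 to 12581113; 4.73). Chemoreceptor promoters went the other way, with 65 listed in pmk1_PA14 only and 28 in WT_PA14 only. Neither direction was particular to its group. Listed more often in WT_PA14 only were immune and stress transcription factors (4 against 0), heat shock genes (5 against 0) and oxidative stress genes (7 against 1). Collagen genes were listed more often in pmk1_PA14 only (7 against 1). None of these added groups passed after adjustment. Other groups varied in the share of WT_PA14 promoters also listed in pmk1_PA14. Detoxification enzymes kept 8 of 32 and autophagy genes 1 of 8, whereas bZIP factors kept 13 of 15 and histones 9 of 9.

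Against all other genes listed in only 1 of these conditions, the effector odds ratio was 0.147 (0.0165 to 0.623), with an exact p of 0.00225 and an adjusted p of 0.0808, which did not pass the threshold of 0.05. The threshold was passed with a window of 1500 bp around the TSS (odds ratio 0.0581, adjusted exact p = 0.00337) and with each summit given to its nearest TSS (0.132, adjusted p = 0.0295), among adjusted p from 0.00337 to 0.520 over 8 alternatives. An overlapping pmk1_PA14 peak was present at 1 of the 17 promoters. Among effectors listed in both conditions, the folds in WT_PA14 and pmk1_PA14 were 8.24 and 4.46 at irg-2, 7.17 and 5.53 at nlp-31, and 5.83 and 2.63 at lys-1, which are not on a common scale. The chemoreceptor odds ratio was 3.06 (1.92 to 4.98), with an exact p of 3.74e-07 and an adjusted p of 4.04e-05, but no difference was called with the 1500 strongest summits of each list (1.86) or with summits that hold the motif (1.33). The strongest chemoreceptor genes listed in pmk1_PA14 only were srt-18 (3.36), srz-103 (2.76), str-4 (2.55) and sri-74 (2.47), none with the motif. The motif was present at 2 of the 64 summits behind the 65 promoters.

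**Figure D3:**
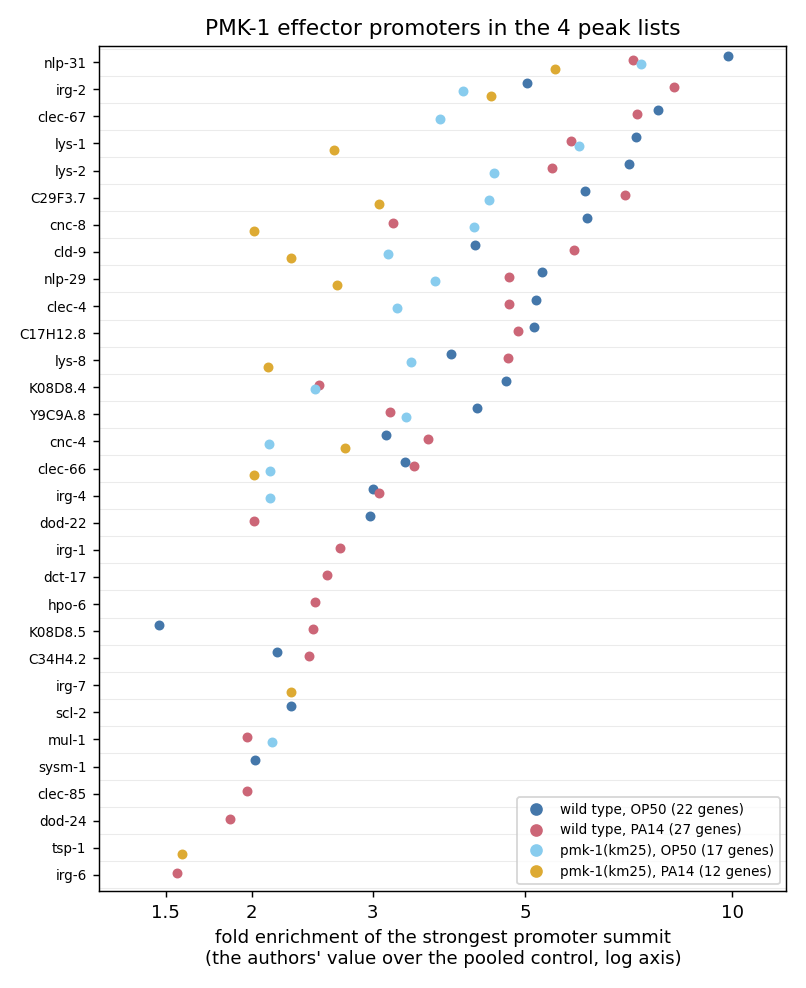
Fold of the strongest promoter summit of each effector gene that had one, in each of the 4 lists, with no point where a list had none. In pmk1_PA14 12 of 47 effectors had a summit, against 27 in WT_PA14.

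Of all promoters, 930 were listed in both pmk1_PA14 and WT_PA14, 1118 in pmk1_PA14 only and 1414 in WT_PA14 only, against 240 shared under independence. Of the pmk1_PA14 peaks, 34.4% (33.4 to 35.4) overlapped a WT_PA14 peak, and of the 500 with the highest -log10 p, 99.2%. Autophagy genes were listed in WT_PA14 only at 7 promoters and in pmk1_PA14 only at 0 (exact p = 0.0201, adjusted p = 0.361), among them the LC3 homolog gene lgg-2 (4.71) and the autophagy receptor gene sqst-1 (2.54). Collagen genes were listed in pmk1_PA14 only at 7 promoters and in WT_PA14 only at 1 (exact p = 0.0253, adjusted p = 0.390). Ribosomal protein genes were listed in WT_PA14 only at 9 promoters and in pmk1_PA14 only at 1 (odds ratio 0.140, 0.00319 to 1.01; exact p = 0.04996, adjusted p = 0.5995). The divergent Hsp70 family genes F44E5.4 and F44E5.5 (II, 11757107 to 11761861) shared the strongest summit that was in WT_PA14 (8.53) and had no overlapping pmk1_PA14 peak. In the other direction, best-15 (3.68) was strongest.

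**Figure D4:**
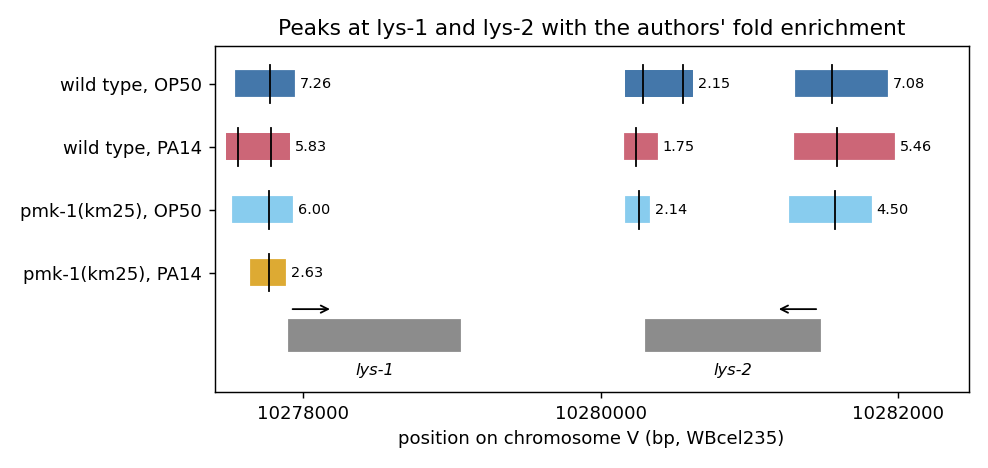
Peaks of the 4 lists along the lys-1 and lys-2 locus on chromosome V (position in bp), with the strongest summit of each peak region labelled with its fold. The peak at lys-2 had folds of 7.08 in WT_OP50, 5.46 in WT_PA14 and 4.503 in pmk1_OP50, and pmk1_PA14 had no peak there.

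The comparison of pmk1_OP50 with WT_OP50 addressed whether ATF-7 binding without the pathogen depended on PMK-1. Both lists named largely overlapping promoters, with 1424 genes in both, 949 in pmk1_OP50 only and 1050 in WT_OP50 only, against 294 under independence. Of the effectors, 16 were in both lists, 6 in WT_OP50 only, led by C17H12.8 (5.15) and dod-22 (2.97), and 1 in pmk1_OP50 only, mul-1 (2.14). The odds ratio was 0.184 (0.00399 to 1.52), with an exact p of 0.128 and an adjusted p of 0.858. Ribosomal protein promoters were listed in WT_OP50 only at 12 genes, led by rpl-31 (2.44) and rps-6 (2.41), and in pmk1_OP50 only at 1, with an odds ratio of 0.0912 (0.00213 to 0.619), an exact p of 0.00381 and an adjusted p of 0.103.

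Chemoreceptor promoters were listed in pmk1_OP50 only at 44 genes and in WT_OP50 only at 27 (odds ratio 1.84, 1.11 to 3.12; exact p = 0.0151, adjusted p = 0.327). With a window of 1500 bp this difference passed (1.77, adjusted exact p = 0.00908, within 0.00908 to 1 over its 8 alternatives). No group differed between these conditions after adjustment in the main setting. Of the pmk1_OP50 peaks, 55.0% (53.96 to 56.03) overlapped a WT_OP50 peak. The transthyretin-related gene ttr-37 (X, 1335364 to 1337175; 3.84) was the strongest gene of pmk1_OP50 without an overlapping WT_OP50 peak, and C17H12.8 the strongest in the other direction. Whether the loss of effector promoters in the mutant was larger on PA14 than on OP50 was tested, after the data were seen, with 10000 sets of genes matched on fold: the net loss was 15 genes on PA14 and 5 on OP50, and the difference of 10 (matched sets -6 to 10) had a p of 0.0746 and an adjusted p of 0.622 over 25 groups.

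The comparison of pmk1_PA14 with pmk1_OP50 addressed whether exposure to the pathogen changed ATF-7 binding without PMK-1. Of the promoters, 946 were in both lists, 1102 in pmk1_PA14 only and 1427 in pmk1_OP50 only, against 243 under independence. Effectors were in both lists at 10 promoters, in pmk1_OP50 only at 7, led by lys-2 (4.503), clec-67 (3.76), Y9C9A.8 (3.36) and clec-4 (3.25), and in pmk1_PA14 only at 2, irg-7 and tsp-1. The odds ratio was 0.369 (0.0373 to 1.94), with an exact p of 0.314 and an adjusted p of 0.930. Chemoreceptor promoters were listed more often in pmk1_PA14 only (65 genes) than in pmk1_OP50 only (43 genes), with an odds ratio of 2.02 (1.34 to 3.06), an exact p of 0.000473 and an adjusted p of 0.0255.

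The chemoreceptor genes listed in pmk1_PA14 and not in pmk1_OP50 were again led by srt-18 and srz-103, and the difference was not called with the 1500 strongest summits (1.34) or with summits that hold the motif (1.15). Heat shock genes were listed in pmk1_OP50 only at 6 promoters, led by the co-chaperone gene dnj-13 (2.82) and the Hsc70 gene hsp-1 (2.47), and in pmk1_PA14 only at 0 (exact p = 0.0389, adjusted p = 0.525). Of the pmk1_PA14 peaks, 36.9% (35.9 to 37.9) overlapped a pmk1_OP50 peak, and all of the 500 with the highest -log10 p did. K11H12.3 (5.18), the chemoreceptor gene srh-237 (5.03) and F44E5.4 (5.003) were the strongest genes in pmk1_OP50 without an overlapping pmk1_PA14 peak. The recovered depth was 36.6 M reads in pmk1_OP50 and 21.8 M in pmk1_PA14.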

Values the study reported

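The study reported 8,962 total peaks for ATF-7, which mapped within 1.5 kb of 23.7% of genes. It gave the bZIP motif in as many as 80% of the most enriched regions. A threshold on peak rank left about 1500 to 4000 places per experiment.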

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

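The tests chosen after the result was seen were those of raised control signal at effector promoters, of unspecific signal at strongly transcribed genes, of the motif under chemoreceptor summits, of read depth for the ribosomal protein genes and of matched sets restricted to summits without the motif; the draft tests of depth and window edges for the effectors, seen first, were set aside in favour of the unspecific and control signal tests, and the first test of unspecific signal, on the share listed in WT_PA14, was replaced because it did not bear on the loss, as was the bound first set for control signal, on the share of summits at the genome level, which the effectors did not meet, because a summit slightly above that level also misses it.

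Entries on mitochondrial DNA, which enter no comparison, numbered 37 in WT_OP50, 3 in WT_PA14, 42 in pmk1_OP50 and 33 in pmk1_PA14, with median folds of 1.58, 1.39, 1.61 and 1.47.

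Fewer effector promoters were listed in pmk1_PA14 than in WT_PA14, although the main test missed its threshold. A loss of weaker summits at every gene alike was examined with sets of other genes matched on decile of fold. The effectors kept 10 of 27 promoters, and such sets kept 15.8 on average. A share of 0.00310 of the sets kept as few (0.00560 with summits without the motif alone). All promoters of WT_PA14, whatever their fold, kept 930 of 2344 (39.7%). The match is coarse at the top, where folds in WT_PA14 reached 81.7 and those of effectors 8.24 at most. The low share therefore does not exclude a loss alike at every gene. Whether the loss was particular to the effectors was not tested, as this matched test of promoters kept in pmk1_PA14 was run on them alone. Some other groups kept smaller shares, such as detoxification enzymes (8 of 32) and autophagy genes (1 of 8). Others kept larger shares, such as bZIP factors (13 of 15) and histones (9 of 9). Unspecific signal at strongly transcribed genes cannot be told apart, because the ribosomal protein genes showed a similar loss (9 in WT_PA14 only, 1 in pmk1_PA14 only; odds ratio 0.140, 0.00319 to 1.01) on counts too few to decide, although 15.8% (9.27 to 25.6) of them were listed in WT_PA14 against 57.4% (43.3 to 70.5) of the effectors. A large rise of control signal at most effector summits called in WT_PA14 is argued against. The median ratio of local to genome background at these summits was 1.03 (1.01 to 1.22). A smaller rise cannot be told apart. The background was at the genome level at only 37.04% (21.5 to 55.8) of these summits, against 62.0% of all promoter summits. That 1 control served both lists does not decide it, as a raised control could hide weaker summits in pmk1_PA14 first. A dependence of ATF-7 on PMK-1 at the effectors stays an untested hypothesis in these lists, as they hold no values per library. Only 1 of 27 summits held the motif (3.704%), against 4.45% of windows 1000 bp from summits of that list. Entries without ATF-7 binding cannot be told apart here either. The paper examined it by other means. These included averaged binding profiles over replicates, read profiles at single loci such as lys-2 and clec-67, and RNA measured in pmk-1 mutants. It also tested whether genes with peaks rank among those increased on PA14. That association was still found in the mutant, at weaker significance. At promoters of genes increased on PA14, it reported that loss of pmk-1 lowered ATF-7 enrichment on PA14 and not on OP50.

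More chemoreceptor promoters were listed in pmk1_PA14 than in WT_PA14. Clustered receptor genes sharing a summit are argued against, since there were 0.985 summits per gene. Entries without ATF-7 binding may account for the pattern: the motif was present at 3.13% (0.861 to 10.7) of these summits, and at 3.90% of windows 1000 bp from summits of that list. The effector summits of WT_PA14 also seldom held the motif, at 3.704%, against 4.45% of such windows in that list. Regions in pmk1_PA14 only held it at 3.39% and those in WT_PA14 only at 4.59%, so a low share was not particular to chemoreceptors. Absence of the motif alone does not show that ATF-7 was not bound, and a biological difference between the strains stays open and untested. Whether this pattern and the loss of effector promoters share a cause was not tested.

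More ribosomal protein promoters were listed in WT_OP50 than in pmk1_OP50, although the test missed its threshold after adjustment. Lower read depth in the mutant is argued against, as the recovered depth was 1.62 times that of WT_OP50. A loss of weaker summits at every gene alike cannot be told apart, since a share of 0.109 of matched sets kept as few of the 17 promoters. Entries without the motif at strongly transcribed genes cannot be told apart either, as 11.8% (3.29 to 34.3) of 17 summits had it against 29.2% of all promoter summits, too few to decide. The deletion of pmk-1 stays open and untested as a biological difference.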

How the results depend on the processing

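Summits with the motif only, effectors without the 4 displayed genes, genes sharing a summit counted once and absence called only where no peak overlaps were chosen after the data were seen; all other alternatives were fixed before the data were examined. No paired analysis was possible because each condition had 1 pooled list. Leaving out each replicate was not possible for the same reason. Depth was not varied, as the lists hold no reads, so what it limits was not tested. Where values are given in a series, conditions stand in the order WT_OP50, WT_PA14, pmk1_OP50, pmk1_PA14, and comparisons in the order WT_PA14 with WT_OP50, pmk1_PA14 with pmk1_OP50, pmk1_PA14 with WT_PA14, pmk1_OP50 with WT_OP50.

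Of the alternatives for the effector enrichment, 30 of 36 kept direction and call, 2 were weaker and 4 reversed. The 4 reversed were those with motif summits only, where 1 effector was listed in each list and no depletion was called. Of the alternatives for the effector and chemoreceptor differences, 53 of 64 were the same. Of other group enrichments, 686 of 829 were the same, 83 moved, 34 lost and 20 gained a call and 6 reversed, and of other group differences 544 of 599 were the same, 54 moved and 1 gained a call. Without a finite odds ratio, 10 further group differences and 24 single values gave no comparison, 3 of the latter, for the displayed loci, with a call. Of 2345 counts of lists per named gene, 1671 were the same and 674 moved.

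The 1500 strongest summits, by construction 1500 per list, gave promoter shares of 33.0%, 36.4%, 32.8% and 30.6%, motif shares of 65.2%, 53.3%, 66.7% and 57.7%, listed genes of 525, 581, 512 and 468, and shared peaks of 76.7%, 67.6%, 63.3% and 80.5%. A TSS window of 1500 bp gave promoter shares of 60.4%, 61.5%, 60.04% and 58.9% and listed genes of 4987, 4577, 4874 and 4734, a wider window by construction. Summits with the motif gave 787, 593, 704 and 494 listed genes. One summit per region gave motif shares of 35.6% in WT_OP50 and 28.2% in WT_PA14 and shared peaks of 53.8%, 35.0%, 32.9% and 53.1%. A reciprocal overlap of 50% gave shared peaks of 46.9%, 27.8%, 25.6% and 47.1%, summits within 100 bp 47.8%, 30.5%, 28.3% and 47.5%, and -log10 q of at least 2 gave 57.5% for the first comparison. A motif window of 50 bp gave 28.5%, 21.9%, 25.4% and 16.13%, and the full palindrome 31.6%, 24.9%, 28.3% and 20.3%, both stricter by construction.

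The effector enrichment in pmk1_PA14 was not called with the 1500 strongest summits (odds ratio 3.90, adjusted exact p = 0.0665) or a window of 1500 bp (1.83, adjusted p = 0.119), within adjusted p from 0.00760 to 1 over its 9 alternatives. With motif summits only the effector odds ratios were 0.529, 0.710, 0.594 and 0.857, and in WT_OP50 those of the endoplasmic reticulum response were 0.871, of ribosomal proteins 0.658 and of the proteasome 0.762. With the 1500 strongest summits the odds ratio was 0 for oxidative stress genes in WT_PA14, heat shock genes in pmk1_OP50 and ribosomal proteins in WT_OP50. The effector difference of pmk1_PA14 and WT_PA14 passed with the 1500 bp window (0.0581, adjusted exact p = 0.00337) and the nearest TSS (0.132, adjusted p = 0.0295), in 2 of 8 alternatives, with adjusted p from 0.00337 to 0.520; that of WT_PA14 and WT_OP50 was 0.978 with the 1500 strongest summits. Chemoreceptor differences with the 1500 strongest summits were 0.318, 1.34, 1.86 and 0, and with motif summits only 0.535, 1.15 and 1.33 for the first 3 comparisons. That of pmk1_OP50 and WT_OP50 passed with the 1500 bp window (1.77, adjusted exact p = 0.00908), within 0.00908 to 1 over 8 alternatives. For pmk1_PA14 and WT_PA14 the chemoreceptor difference was called in 6 of 8 alternatives, with adjusted p from 2.29e-09 to 1. Apart from the changes that follow from construction, the cause was not tested.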

Other observations

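The interactions of mutant and bacterium across 25 gene groups were tested after the data were seen, against 10000 random sets of other genes matched on fold. Heat shock genes had a net loss of 5 promoters in the mutant on PA14 and a net gain of 3 on OP50, a difference of 8 (matched sets -5 to 7), with a p of 0.0252 and an adjusted p of 0.622 over the 25 groups. Chemoreceptor genes had a difference of -20 (matched sets -20 to 30), with a p of 0.0514 and an adjusted p of 0.622. No group passed after adjustment.

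Of the 2086 regions in all 4 lists, 36.6% (34.5 to 38.7) had a promoter summit, and of the 13239 in a single list, 26.2% (25.5 to 26.97). By list the latter stood at 26.9% in WT_OP50 only, 29.3% in WT_PA14 only, 26.9% in pmk1_OP50 only and 23.4% in pmk1_PA14 only. Summits lay upstream of the nearest TSS, among those at promoters, in 63.2% of cases in WT_OP50, 66.3% in WT_PA14, 60.8% in pmk1_OP50 and 55.0% in pmk1_PA14. Coding exons held 16.8%, 14.9%, 17.1% and 21.2% of summits in the same order.

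The merged regions of the 4 lists numbered 19054. That is higher than the total of peaks quoted from the study above, which equals the number of entries in the WT_OP50 list. Genes within 1500 bp of a summit in any list made up 47.9% of protein-coding genes. That is higher than the share quoted from the study above, while single lists ranged from 22.9% to 25.0%. The study's share was of genes in another annotation release and was not stated to be of protein-coding genes, so the bases differ.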
